A study of Mus musculus with 6 samples. Its data were reported in "An intronic enhancer of Cebpa regulates adipocyte differentiation and adipose tissue development via long‐range loop formation" (2023).

How the data were processed

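Poly(A) RNA-seq was analysed from inguinal white adipose tissue (iWAT, the subcutaneous fat pad of the groin) of mice in which lentivirus had been injected into the fat pad. Of the 6 libraries, 3 came from the control group, which received dCas9-KRAB with GFP, and 3 from the iWAT-En2 group, which received dCas9-KRAB targeted to an enhancer of Cebpa that lies in an intron of Pepd. dCas9-KRAB is a Cas9 protein without cutting activity that is fused to a repressor domain. Groups and replicate numbers were taken from the sample titles. On sex, the paper's methods name animals of both sexes at the start and females at the injection, and the sex-linked genes were checked in each library.

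According to the paper's methods, the authors aligned paired-end reads to GRCm38/mm10 with HISAT2, counted them per gene with featureCounts and computed the deposited TPM (transcript abundance divided by gene length and scaled to a total of 1000000 per library). Each of the 6 libraries summed to that total, so the values carry no scaling between libraries. The methods name neither the annotation release nor the use of strand, so that reads of overlapping genes and of near-identical copies may have been split between them in a way that cannot be traced. The authors tested differences with DESeq2 on their counts. Here the deposited unit was TPM, so a test on counts was not the main test, and the test laid down for normalized values was used instead. The table held 37123 genes, and each of the 6 per-sample tables equalled its column of the series table.

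The change in expression was tested with limma (version 3.58.1, R version 4.3.3) as limma-trend on log2(TPM + 1), for genes with a TPM of 1 or more in at least 3 samples, without covariates. Of the genes, 18309 passed this filter. P-values were adjusted with the Benjamini-Hochberg method over all tested genes. A fold change is given as iWAT-En2 against control on the log2(TPM + 1) scale, which understates the change of genes with low TPM. Differentially expressed genes had an adjusted p of 0.01 or less and an absolute log2 fold change of 1 or more. Because TPM are shares of a total, a rise of some genes lowers the values of the others.

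In total, 18 gene lists written before the data were examined were tested with camera from limma (two-sided, preset inter-gene correlation of 0.01, adjusted over the lists): the adipogenesis genes of the study, adipocyte, fatty acid and triglyceride synthesis, PPAR signalling, collagen, thermogenic, oxidative phosphorylation, B cell, T cell, macrophage, skeletal muscle, mammary epithelium, endothelium, fibroblast, interferon response, cell cycle, ribosomal protein and Cebpa neighbours. A list passed at an adjusted p of 0.05 or less. Principal components were computed on the centred, unscaled log2(TPM + 1) values of the tested genes. Per-library list scores were the mean log2(TPM + 1) of the tested genes of a list, compared by a two-sided exact permutation test (scipy version 1.17.1), which cannot go below p = 0.1 with 3 against 3 libraries.

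The genes named were fixed by a rule written before the data were examined. They were Cebpa, Pepd, the 8 adipogenesis genes, the neighbouring genes, the sex-linked genes Xist, Ddx3y, Kdm5d, Eif2s3y and Uty, and the 6 genes with the largest rise and the 6 with the largest fall. The latter had an adjusted p of 0.01 or less, a mean of at least 5 TPM, no overlap between the groups and a symbol that was not a gene model. Within a list, the 2 genes with the highest mean could be named. Not every gene that the rule selects is reported. Kdm5d and Eif2s3y were not analysed here.

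Gene positions, types and exon lengths were taken from GENCODE M21, which is on GRCm38, the build of the alignment. The length of a gene was that of its merged exons, and its GC content that of its longest transcript. Of the 37123 genes, 36933 had a length in that annotation. TPM multiplied by this length was a whole multiple of one step per library for 36444 genes in all 6 libraries (within 0.02), and these genes held 97.7% to 98.2% of the TPM of a library. Of the values above 100 steps, at least 98.1% were whole, against 3.96% to 4.35% when the lengths were shuffled between genes. Such steps were taken as counted reads or read pairs and gave the depth of each library, which is therefore inferred and not stated by the authors. They depend on the annotation used here, so tests on them were an alternative only, chosen after seeing the data. Depth-based floors were set at 3 reads and cover counting error only. Library preparation without molecular identifiers means that reads are not independent molecules.

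The recovery and the tests were tested on simulated data. All of the 20000 simulated genes were recovered exactly (100%). In a simulation with 3 against 3 libraries and 16251 tested genes, 97.9% of 195 genes changed by a factor of 4 were called by limma-trend and 0.0125% of the unchanged genes. Of 11 simulated gene lists, 1 was called by camera, which was the list that had been changed. Genes were simulated independently of each other, with the same dispersion for all and few changed genes. The simulation therefore does not show how camera behaves with correlated genes. Nor does it show how the tests behave with as many changed genes as in these data.

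Alternatives were median-ratio and upper-quartile factors computed on the TPM, no filter on low values, at least 10 recovered reads in every sample, a pseudocount of 0.1, protein-coding genes alone, an offset per library from a loess fit on GC content and length, the replicate number as a block with and without that offset, leaving out each library in turn, a test against an absolute log2 fold change of 1, camera with the correlation estimated per list, fry, and other settings of the principal component analysis. Limma-voom on the recovered reads was added after seeing the data. DESeq2 was not run here, neither on the deposited values, which were not counts, nor on the recovered reads. Scripts used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.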

Results

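Transcript levels in iWAT were compared between 3 control mice and 3 iWAT-En2 mice, all 13 weeks old, which had received the first of 4 lentivirus injections at 7 weeks of age. The depth inferred from the TPM and annotated gene lengths, in units of 1000000 reads, was 111.5, 74.9 and 70.9 in control libraries 1, 2 and 3, and 91.2, 63.8 and 78.3 in iWAT-En2 libraries 1, 2 and 3. At a gene of median length, 3 reads corresponded to between 0.0299 and 0.0525 TPM, so that the filter of 1 TPM lay above the counting floor in every library. The 10 genes with the highest TPM held 22.9% ± 0.559 of the total in the control group and 17.6% ± 0.769 in the iWAT-En2 group (SD, n = 3 each). Across the 18309 tested genes, Pearson's r of log2(TPM + 1) was 0.971 to 0.985 within groups and 0.822 to 0.858 between groups, and genes are not independent replicates. The recovered reads of every pair of libraries of one group differed by more than sampling noise, with a chi-square per degree of freedom of at least 61.4.

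The first principal component held 84.8% of the variance and separated both groups. This share moved most with scaled values, to 68.8%.

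**Figure D1:**
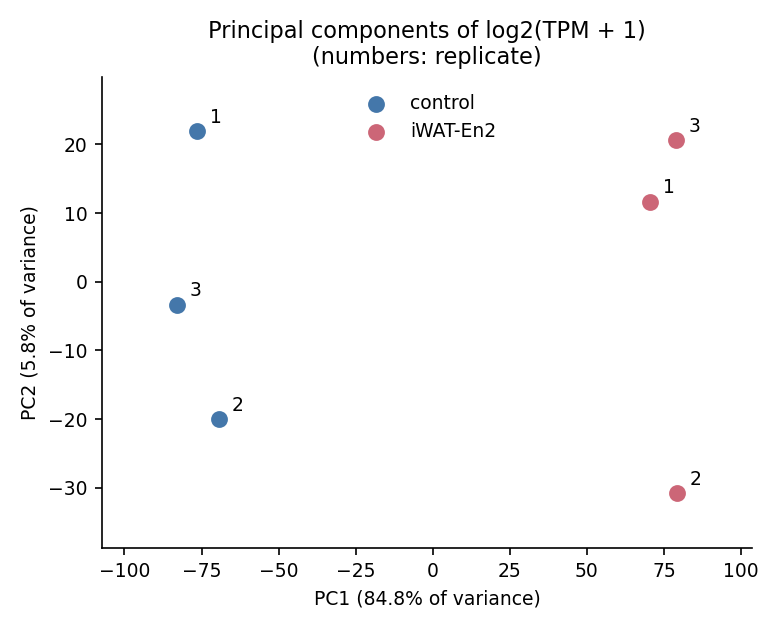
Scores of the 6 libraries on principal components 1 and 2 of log2(TPM + 1), with the share of variance on each axis. Control and iWAT-En2 libraries lie on opposite sides of the first component, which held 84.8% of the variance.

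The gene targeted through its enhancer was examined first in each library. Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928, plus strand, GRCm38) had TPM of 662.8, 656.3 and 639.8 in the control libraries and 300.3, 294.5 and 308.0 in the iWAT-En2 libraries. The means were 653 ± 11.8 and 300.9 ± 6.79 TPM (SD, n = 3 each), and the log2 fold change was -1.12 (SE 0.0640, limma-trend with Benjamini-Hochberg adjustment, adjusted p = 4.4e-05). Cebpa was lower in 3 of 3 iWAT-En2 libraries than in any control library, and at least 21461 reads were recovered for it per library. Upper-quartile factors moved this change most, to -1.38. Relative to the mean of the 15 genes in the adipocyte list, Cebpa changed by 0.084 on the log2 scale, with overlapping groups (exact permutation test, two-sided, p = 0.4, smallest possible p 0.1).

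Log2 fold changes had a median of 0.18 over all tested genes, and median-ratio factors moved this median by -0.16, to 0.02. Relative to the median of all genes, the change of Cebpa was -1.30.

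Pepd (ENSMUSG00000063931, chromosome 7, 34912379 to 35044708, plus strand) hosts the targeted enhancer in an intron and served as a gene whose own expression could be affected. Its mean was 77.8 ± 21.6 TPM in the control group and 74.9 ± 2.22 TPM in the iWAT-En2 group (SD, n = 3 each). The log2 fold change of -0.01 (SE 0.20) was smaller than the spread between replicates (limma-trend, adjusted p = 0.95). Relative to the median of all genes it was -0.20. The control libraries ranged from 55.0 to 97.9 TPM. The sign of the change turned positive without control replicate 1, control replicate 2 or iWAT-En2 replicate 1, with a change of 0.17 without control replicate 2, and stayed negative in the other fits that left out one library.

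The adipogenesis genes that the study listed for this tissue were tested next. Of the 8 genes, 8 were lower in the iWAT-En2 group and 7 passed an adjusted p of 0.01 over all tested genes. When adjusted over the list alone, 8 passed, which is not independent evidence because the study listed these genes with the same samples. Lep had the largest change, from 517 ± 258 to 76.7 ± 42.2 TPM (log2 fold change -2.78, SE 0.49, limma-trend, adjusted p = 0.0034). Adipoq fell from 4044 ± 739 to 1406 ± 89.3 TPM (log2 fold change -1.51, SE 0.17, limma-trend, adjusted p = 5.5e-04). Slc2a4 fell from 170.2 ± 8.21 to 60.8 ± 6.10 TPM (log2 fold change -1.47, SE 0.0870, limma-trend, adjusted p = 4.9e-05). Changes of Plin1, Lpl, Pnpla2 and Fabp4 were -1.40, -1.21, -1.15 and -0.98, with adjusted p from 1.0e-04 to 0.0015. Pparg fell from 97.6 ± 15.6 to 45.9 ± 20.5 TPM but missed the threshold (log2 fold change -1.14, SE 0.30, limma-trend, adjusted p = 0.016). All values are mean ± SD of 3 libraries. The median change of the list was -1.30, or -1.48 relative to the median of all genes. The number of passing genes ranged from 6 to 8 over the alternatives. Without iWAT-En2 replicate 1, the Lep log2 fold change of -2.78 missed the threshold. The Pparg log2 fold change passed it in 5 of 16 alternatives. Among these were upper-quartile factors (-1.41) and the GC content and length offset, with and without the replicate block (-1.35). The fit without iWAT-En2 replicate 3 (-1.48) was another. The Fabp4 log2 fold change of -0.98 missed the threshold in 2 of 16 alternatives, with no filter and with the replicate block.

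**Figure D2:**
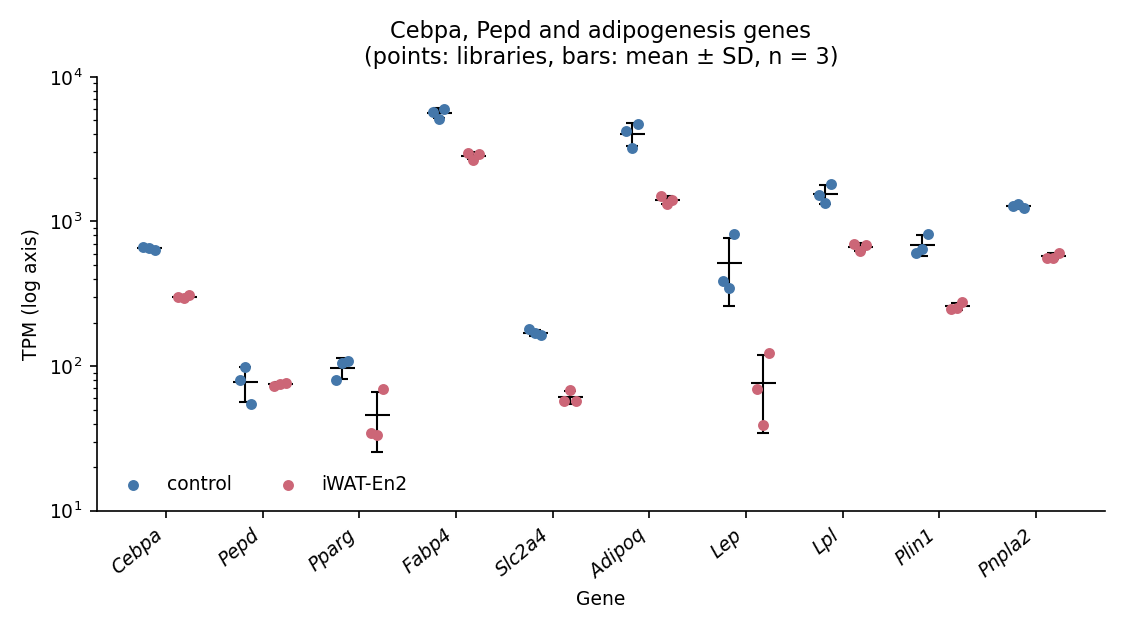
TPM of Cebpa, Pepd and the 8 adipogenesis genes on a log axis, with points for the 3 libraries of each group and bars for the mean ± SD. Cebpa lies at 653 TPM in the control group and 300.9 TPM in the iWAT-En2 group, while the groups overlap for Pepd.

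Across all tested genes, 3457 were differentially expressed at an adjusted p of 0.01 or less and an absolute log2 fold change of 1 or more (limma-trend), of which 2762 were higher and 695 were lower in the iWAT-En2 group. Of the higher genes, 958 were under 1 TPM in every control library. The groups did not overlap for 70.7% of the tested genes, where chance gives 10%. The test against an absolute log2 fold change of 1 moved the counts most, to 1225 genes with 1208 higher and 17 lower. Genes that were higher made up 79.9% of the calls, against 66.8% with median-ratio factors, 60.6% with upper-quartile factors, 53.5% with the GC content and length offset and 62.2% with limma-voom on recovered reads. The largest count was 4239 genes, with a pseudocount of 0.1. Without iWAT-En2 replicate 2, the count was 2075 genes.

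Among the largest rises by the fixed rule were those of Glycam1, Ighd, Cd79a and 2 entries of Ccl21a. Glycam1 had 0.0385 ± 0.0586 TPM in the control group, with 1, 0 and 7 recovered reads in the control libraries, and 998 ± 169.5 TPM in the iWAT-En2 group (log2 fold change 9.90, SE 0.13, limma-trend, adjusted p = 5.4e-07). Cd79a rose from 1.74 ± 0.239 to 620.2 ± 35.98 TPM and Ighd from 1.63 ± 0.412 to 603.9 ± 33.5 TPM, with log2 fold changes of 7.83 and 7.86. The Ccl21a entries rose by 7.51 and 7.49, which is uncertain per entry because near-identical gene copies share reads. The 6 largest falls were those of Sfrp5 (-3.75), Mest (-3.33), Npr3 (-3.02), Mir143 (-2.91), Lep (-2.78) and Nr1d1 (-2.64). Their adjusted p ranged from 3.5e-04 for Mir143 to 0.00365 for Sfrp5 (limma-trend). Some of these calls were lost when 1 library was left out, where fewer samples also weaken the test. The Mest log2 fold change was -3.37 without iWAT-En2 replicate 1 and -3.20 without iWAT-En2 replicate 2, and missed the threshold in both fits. The same held for the Sfrp5 log2 fold change, at -3.51 and -3.62 without iWAT-En2 replicate 2 and without iWAT-En2 replicate 3. For the Nr1d1 log2 fold change it held at -2.54 without control replicate 3 and -2.57 without iWAT-En2 replicate 2. Sfrp5 missed the threshold in 5 of 16 alternatives. These included the replicate block (-3.75) and that block with the GC content and length offset (-3.81). Mir143 is a short gene within a longer transcript unit, and its value is uncertain. Sfrp5 and Mest were highest in control library 3, with 115.9 and 55.2 TPM against 24.3 and 14.95 TPM in control library 1. Without control replicate 3, their changes were -3.01 and -2.71, and both passed (limma-trend, adjusted p = 0.0025 and 2.7e-04).

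Neighbouring genes on chromosome 7 were tested because the repressor could act on genes near the enhancer. Of 11 listed genes, 9 passed the filter and 5 passed an adjusted p of 0.01 over all tested genes, 3 lower and 2 higher. When adjusted over the list alone, 6 passed. Slc7a10, which starts 64.5 kb beyond the end of Cebpa, fell from 338.6 ± 18.7 to 114.6 ± 14.2 TPM (log2 fold change -1.56, SE 0.10, limma-trend, adjusted p = 7.5e-05). Lrp3 changed by -1.75 and Kctd15 by -1.21 on the log2 scale. The 3 falls were not set against the general fall of adipocyte genes, whose list had a median of -1.32. They therefore do not show a local effect of the repressor. Faap24 rose by 0.79 and Lsm14a by 0.46, and the change of Lsm14a lost its call in 5 alternatives. Cebpg, the nearest gene to the 3' end of Pepd, changed by -0.21 (adjusted p = 0.012, limma-trend) and Rhpn2 by -0.71 (adjusted p = 0.031, limma-trend). The Cebpg log2 fold change passed the threshold in 6 of 16 alternatives, among them at -0.39 with median-ratio factors, -0.48 with upper-quartile factors, -0.48 with the GC content and length offset, -0.40 with limma-voom on recovered reads and -0.21 among protein-coding genes alone. The Rhpn2 log2 fold change passed in 5 of 16, at -0.86 with median-ratio factors, -0.93 with upper-quartile factors, -0.88 with that offset, -1.04 with limma-voom and -0.91 without control replicate 3. Gpatch1 changed by 0.01 and Cep89 by 0.01, and both signs turned negative with median-ratio factors. Wdr88 and Chst8 were under the filter, with means of at most 0.779 TPM.

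**Figure D3:**
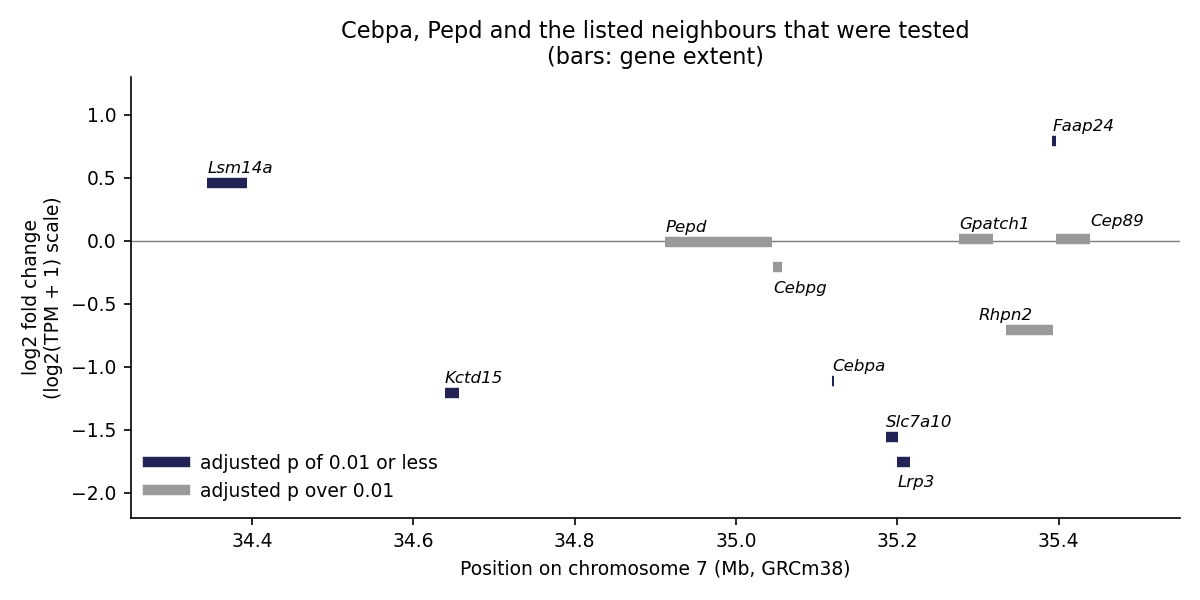
Log2 fold change of Cebpa, Pepd and the 9 tested neighbours of the list against position on chromosome 7 in Mb (GRCm38), with bar length giving the extent of a gene and dark bars an adjusted p of 0.01 or less. Pepd and Cebpg show changes of -0.01 and -0.21, and Lrp3 shows -1.75.

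Gene lists were then compared to describe which cell types and pathways changed. By camera, 14 of the 18 lists passed an adjusted p of 0.05, 4 higher and 10 lower. Of these, 10 also passed under fry, which called 12 lists, and with the correlation estimated per list 0 passed, with 3 lists at an unadjusted p under 0.05. Other splits of the same libraries gave 7 to 13 lists by camera and 0 by fry. Each of these splits mixes libraries of both groups, so a part of the real difference remains in it. They therefore give no rate of false calls. Because the tests of the lists differ this much, the lists are described by the median log2 fold change of their genes.

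B cell genes had a median change of 6.60, with 10 of 10 genes higher at an adjusted p of 0.01 or less (limma-trend), and T cell genes of 5.08, also with 10 of 10. Cd79b and Cd79a were the B cell genes with the highest mean TPM, and Cd79b rose from 1.94 ± 0.356 to 477.6 ± 28.7 TPM (SD, n = 3 each). Cell cycle genes had a median change of 2.33 with 11 of 11 genes passing, and ribosomal protein genes of 0.88 with 18 of 18. Relative to the median of all genes, these medians were 6.41, 4.89, 2.15 and 0.70. These directions were the same with median-ratio and upper-quartile factors.

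Adipocyte genes had a median change of -1.32, or -1.51 relative to the median of all genes, and 13 of 15 were lower at an adjusted p of 0.01 or less. PPAR signalling genes had a median of -1.08 with 16 of 22 lower, and fatty acid and triglyceride synthesis genes of -0.53 with 6 of 15 lower and 0 of 15 higher at that threshold, and a positive sign in 5 of 15. This list lost its call by camera in 4 of 18 alternatives. Collagen, endothelium and fibroblast genes had medians of -1.10, -1.03 and -0.98, with 5 of 14, 6 of 8 and 1 of 9 genes passing. Oxidative phosphorylation genes had a median of -0.24 with 2 of 19 passing. Mammary epithelium genes had a median of -0.38 with 0 of 9 passing, and this list lost its call by camera in 13 alternatives, among them those without control replicate 1 (list mammary epithelium median -0.37), control replicate 2 (-0.29), iWAT-En2 replicate 2 (-0.54) and iWAT-En2 replicate 3 (-0.36). The list fibroblast lost its call by camera in 6 of 18 alternatives, among them upper-quartile factors, the GC content and length offset, fry, the estimated correlation and the fit without control replicate 2 (median -0.80). These lists kept a negative median with median-ratio and upper-quartile factors.

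Skeletal muscle genes had a median of -3.50 and the list passed by camera (adjusted p = 0.0081), but it lost its call in 5 of 18 alternatives and 0 of 10 genes passed. Acta1 ranged from 308.5 to 2186 TPM in the control libraries and from 11.99 to 1007 TPM in the iWAT-En2 libraries, so this difference was within the spread between replicates. Without iWAT-En2 replicate 2, the Acta1 log2 fold change of -5.37 passed the threshold. Thermogenic (-0.32), macrophage (-0.34), interferon response (0.60) and Cebpa neighbour (-0.21) genes did not pass by camera, with adjusted p of 0.13, 0.23, 0.32 and 0.055. The list interferon response passed under fry (adjusted p = 0.034) and without iWAT-En2 replicate 2 (median 0.84). The list Cebpa neighbours passed under fry (adjusted p = 0.017), with limma-voom on recovered reads (median -0.40) and without control replicate 3 (median -0.20). The macrophage gene Lyz2 rose by 1.04 while C1qa changed by -0.34. The Lyz2 log2 fold change missed the threshold in 5 alternatives, among them those without control replicate 1 (1.06), iWAT-En2 replicate 2 (1.05) and iWAT-En2 replicate 3 (0.94).

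**Figure D4:**
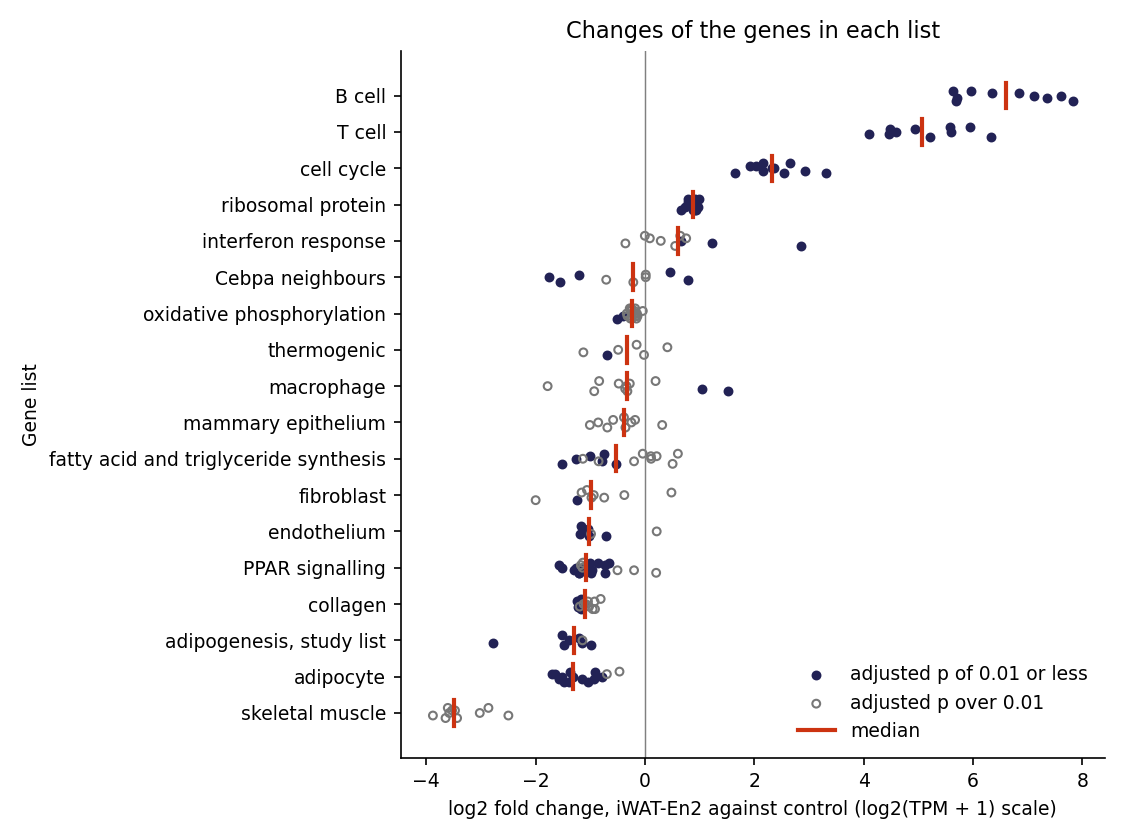
Log2 fold change of every tested gene in each of the 18 lists, on the log2(TPM + 1) scale, with filled points for an adjusted p of 0.01 or less and red bars for medians. B cell and T cell genes lie highest, with medians of 6.60 and 5.08, and adipocyte genes have a median of -1.32.

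The sex-linked genes were checked in each library. Xist was at 107.1 ± 7.90 TPM in the control group and 146.9 ± 8.68 TPM in the iWAT-En2 group (SD, n = 3 each, log2 fold change 0.45, limma-trend, adjusted p = 0.0035), a call that was lost in 8 alternatives. Among these were the fits without control replicate 1, iWAT-En2 replicate 1 and iWAT-En2 replicate 3, where the Xist log2 fold change was 0.45, 0.42 and 0.43. The call was also lost, with a smaller change, with upper-quartile factors (0.19) and with the GC content and length offset (0.13). Ddx3y and Uty had 1 recovered read each in control library 1 and 0 reads in the other libraries.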

Values the study reported

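For the iWAT-En2 group against the control group, the study reported 5535 differentially expressed genes, with 2167 lower and 3368 higher. It reported that Cebpa and the adipogenesis genes were lower with p < 0.01 and that Pepd was not significantly changed.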

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

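Cebpa stayed lower with an adjusted p under 0.01 in all 16 alternatives, with log2 fold changes from -1.38 to -1.10 and adjusted p from 2.9e-05 to 0.0015. Pepd stayed above the threshold in all 16, with adjusted p from 0.086 to 0.98, and its log2 fold change ranged from -0.24 to 0.17 across the fits that each left out one library, with a sign that is not resolved. The number of adipogenesis genes that were lower and past the threshold (6 to 8) stayed within 1.5 times the reported value. The same held for neighbouring genes past the threshold (5 or 6) and for gene lists (10 to 15, apart from the estimated correlation). With the correlation estimated per list, 0 gene lists passed.

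The down-regulated genes numbered 1135 with median-ratio factors, 1382 with upper-quartile factors, 1617 with the GC content and length offset and 1574 with limma-voom on recovered reads, which was chosen after seeing the data and called 4169 genes in all. Of these 4169 genes, 3028 were among the 3457. The scaling factors lower every gene of the iWAT-En2 group relative to the control group, which adds lower calls by construction. The GC content and length offset also removes the level of each library, and it moved the median log2 fold change from 0.18 to -0.13. A part of its added lower calls follows from this shift, and how large a part was not tested. A pseudocount of 0.1 gave 4239 differentially expressed genes, 3262 up-regulated genes and 977 down-regulated genes. Protein-coding genes alone gave 1695 up-regulated genes, since fewer genes were tested. The test against an absolute log2 fold change of 1 gave 1225 genes, 1208 higher and 17 lower, since it asks for more than the estimate passing the threshold. Leaving out one library gave from 2075 to 3780 differentially expressed genes and from 1595 to 3013 up-regulated genes. The fits without an iWAT-En2 library gave 2228, 2075 and 2230 genes, in part because genes found only in that group then missed the filter of 3 samples and fewer genes were tested, 16896, 16891 and 16934. The first principal component held 90.8% with the 500 most variable genes, 68.8% with scaled values and from 84.6% to 87.2% with one library left out.

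Replicate numbers did not pair the samples: deviations from the group means correlated at 0.35, 0.18 and -0.05 for numbers 1, 2 and 3. With the replicate block, 3224 genes were called, and with the replicate block and the GC content and length offset there were 1792 up-regulated genes and 1537 down-regulated genes.

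Some small changes turned sign. The Gpatch1 log2 fold change, Cep89 log2 fold change and Ifit3 log2 fold change were -0.15, -0.15 and -0.091 with median-ratio factors, and -0.23, -0.22 and -0.17 with upper-quartile factors, where Pecam1 was at -0.050. They were at -0.18, -0.15 and -0.19 with the GC content and length offset, with and without the replicate block, and at -0.18, -0.18 and -0.040 with limma-voom on recovered reads. With one library left out, Gpatch1 ranged from -0.078 to 0.066, Cep89 from -0.050 to 0.054, Ifit3 from -0.12 to 0.48 and Cox8b from -0.37 to 0.26. With both sets of scaling factors and with limma-voom, which used such factors, the turn follows from the shift of every gene by these factors. With the GC content and length offset, the turn follows from the shift that was subtracted at the GC content and length of each gene. For the fits that left out one library, the cause was not tested. Of 1222 comparisons of the other 75 results with their alternatives, 1074 kept direction and side of the threshold, 95 were weaker, 31 stronger and 22 turned sign.

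Scaling by library totals alone is what TPM already do, so it gave no separate value. DESeq2 and edgeR, with its TMM factors and its filter, were not run. The deposited values were not counts, and on the recovered reads limma-voom was the only count-based test. Depth limits the fold changes of genes that were nearly absent from the control group, such as Glycam1, whose control values rest on at most 7 recovered reads per library.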

Other observations

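The tests of sequencing depth, of one dilution factor, of Cebpa relative to adipocyte genes and of lymphoid RNA as a source of the clock gene changes were chosen only after the results were seen. Genes of the 3 added lists (lymph node stroma, and clock genes of 2 phases) were listed before their values were looked at.

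Genes differentially expressed here numbered 3457. That is lower than the value quoted from the study above. Lower genes numbered 695 here. That is lower than the value quoted from the study above. Both counts depend on the processing: the alternatives gave from 1225 to 4239 differentially expressed genes and from 17 to 1617 down-regulated genes.

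Of the 10 splits of the 6 samples into 3 and 3, 1 split, the real one, gave as many differentially expressed genes, and the same held for higher genes (1 of 10), lower genes (1 of 10), adipogenesis genes (1 of 10), neighbouring genes (1 of 10) and gene lists (1 of 10). With 10 splits the share cannot go below 0.1, so chance cannot be told apart from the grouping by this count alone. The largest number of differentially expressed genes in the other splits was 0. Those splits mix libraries of both groups, so the real difference adds to the spread within their groups. Their low counts are therefore no measure of how many calls arise without an effect.

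B cell and T cell genes were higher in every iWAT-En2 library than in any control library. The 557 genes that were 8-fold or more higher took 0.185% ± 0.0538 of the TPM in the control group and 5.45% ± 0.943 in the iWAT-En2 group (SD, n = 3 each). A difference in depth is argued against, since 18 of the 20 B cell and T cell genes had 10 or more recovered reads in every library, and GC content or gene length bias too, since the median change of both lists was 5.48 with the offset. A candidate explanation is lymph node tissue in the iWAT-En2 pieces and less of it in the control pieces, because inguinal fat surrounds a lymph node. It was tested on 7 genes of lymph node vessels, stroma and sinus macrophages (Chst4, Fut7, Madcam1, Cxcl13, Tnfsf11, Siglec1, Marco), of which 2 were at 1 TPM or more in every control library. Their median change was 2.78, and 6 of 7 were higher at an adjusted p of 0.01 or less (limma-trend). Cxcl13, the most abundant, rose from 23.4 ± 12.7 to 271.5 ± 42.3 TPM, Marco rose from 3.33 ± 4.85 to 29.6 ± 7.70 TPM, and Chst4, with at most 1 recovered read per control library, was at least 244-fold higher, a bound that leaves the median of the list as it is. Siglec1 did not rise (log2 fold change -0.31). Lymphoid structures that formed within the fat after the repression of the enhancer could give the same genes and stay open as a biological explanation, which was not tested. The higher cell cycle and ribosomal protein genes may have the same source, which was not tested either.

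Adipocyte genes fell by a median of 1.32 on the log2 scale, and this may in part or in whole be a dilution by lymphoid RNA. With median-ratio factors the median was -1.51, because these factors lower every gene of the iWAT-En2 group relative to the control group. This argues only against a few genes that take more of the iWAT-En2 total, which would call for factors in the other direction. Such factors act on all genes of a library alike, so they cannot test an admixture of lymphoid RNA. Dilution of all other transcripts by one factor through lymphoid RNA cannot be told apart from a fall of the adipocyte transcripts themselves. Of the 15 genes of the adipocyte list, 7 changed by an amount over 2 standard errors from the median of the list, but 6 of these fell by less, which lymphoid RNA that carries some of these transcripts would also give, and 1 fell by more. The mean of the adipocyte list changed by -1.20, that of collagen by -1.07, of fibroblast by -0.89, of endothelium by -0.88 and of mammary epithelium by -0.44. The difference between the adipocyte list and another list was -0.32 for endothelium, -0.76 for mammary epithelium and -0.76 for fatty acid and triglyceride synthesis, without overlap between the groups in these 3 cases (exact permutation test, two-sided, p = 0.1 each, the smallest possible). The nearest libraries were close for endothelium (3.50 and 3.46) and mammary epithelium (3.005 and 2.96). The deciding test was changed after the values of the mammary epithelium list and of the spread in both directions had been seen. How much of the fall dilution accounts for remains open, because no lymph node library was used here.

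Cebpa fell with the adipocyte genes and not beyond them. With median-ratio factors Cebpa changed by -1.30, which argues only against a few genes that take more of the iWAT-En2 total. These factors shift all genes of a library alike and cannot test an admixture of other RNA. A fall of adipocyte transcripts in general, whatever its source, was tested by the change of Cebpa relative to the mean of the adipocyte list, which was 0.084 (control -0.29 ± 0.13, iWAT-En2 -0.20 ± 0.0893, SD, n = 3 each, exact permutation test, two-sided, p = 0.4). Without the 4 genes that the study also listed, it was 0.02. Of the 15 adipocyte genes, 9 fell by more than Cebpa. These values are consistent with a lower share of adipocyte RNA as the source of the lower Cebpa, and equally with adipocyte genes that follow Cebpa after repression of its enhancer. In these libraries both stay open, since bulk TPM give no value per adipocyte. The paper has other evidence, which was not examined here. It reported lower Cebpa, Fabp4, Lpl, Slc2a4 and Adipoq after repression of the same enhancer in a cultured preadipocyte line that was differentiated. For iWAT it also reported lower Cebpa by qRT-PCR and smaller adipocytes.

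Dbp and Nr1d1, which follow the time of day, were lower in the iWAT-En2 group (log2 fold changes -2.10 and -2.64), and Dbp was chosen after its value was seen. A difference in the time of day at collection was tested on other clock genes. Of 7 genes of the same phase (Nr1d2, Per1, Per2, Per3, Ciart, Tef and Hlf), 7 were lower, 6 of them at an adjusted p of 0.01 or less, with a median of -1.05. Of 4 tested genes of the opposite phase (Arntl, Clock, Cry1 and Nfil3), 4 were higher, 2 of them at that threshold, with a median of 0.83. Arntl rose from 1.13 ± 0.573 to 5.90 ± 1.56 TPM (SD, n = 3 each). These directions are consistent with a different time of collection. Lymphoid RNA together with the fall of all other transcripts cannot be told apart from it. The median of -1.05 was no lower than that of the adipocyte list (-1.32). Dbp, Nr1d1 and Per3 (-1.78) fell by more than the adipocyte median, and Tef (-1.34) by about as much. Nr1d2, Per1, Per2, Ciart and Hlf fell by less. Dbp and Nr1d1 were chosen for their fall, so they cannot decide this. No lymph node library was used here to give the level of Arntl in a lymph node. An effect of the repression on the clock was not tested.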
